A study of Homo sapiens with 3 samples. Its data were reported in "Establishment of monoclonal HCC cell lines with organ site-specific tropisms" (2015).

How the data were processed

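Small RNA libraries from 3 strains of the human hepatocellular carcinoma cell line HCCLM3 were analysed: the parent line and the subclones named subclone1 and subclone2. Per the labels, RNA was taken from cultured cells with Trizol and 1 ug of total RNA entered the Illumina TruSeq Small RNA kit, which ligates adapters to both ends of small RNAs before reverse transcription and PCR. The authors deposited a read count for each mature miRNA name, unscaled, with 1 library per group. The adapter trimming, aligner, mismatch limit, miRBase release, genome build and treatment of reads that match several miRNAs are not stated. The ligation step of such kits favours some ends over others, so the ratios compare the same miRNA between libraries. Ranks, shares and other comparisons of different miRNAs describe read counts only and carry this bias.

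Each table lists 1921 miRNA names without coordinates. How shared reads were counted was checked in the tables themselves. Among names with at least 30 counts over the libraries, 6 names in 3 sets held identical counts in all libraries. They were hsa-miR-365a-3p with hsa-miR-365b-3p, hsa-miR-199a-3p with hsa-miR-199b-3p, and hsa-miR-548ai with hsa-miR-570-5p. The second name of each set repeated 0.00835% of the counts of subclone1, and both names were kept. Nearly equal counts were not sought, so more reads can have been counted under 2 names. For example, hsa-miR-500a-3p and hsa-miR-502-3p held 1599 and 1607 counts in the parent, 937 and 942 in subclone1, and 839 and 852 in subclone2. Reads that differ at few bases between related miRNAs can still have been assigned to the wrong member. Therefore named miRNAs whose hairpin arm shares at least 15 consecutive bases with another kept miRNA are given as uncertain. All shared bases given here were counted over hairpin arms, or over whole hairpins for names without an arm. These reach beyond the mature miRNA, so the stretch shared by the reads themselves can be shorter.

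The total count was 7902438 in the parent library, 3570864 in subclone1 and 4568075 in subclone2. At these depths 10 CPM (counts scaled to a library total of 1e+06) stood for 79.0, 35.7 and 45.7 counts. A count of 0 allowed up to 0.380, 0.840 and 0.657 CPM (3 counts of the total). Shares and CPM carry exact 95% binomial intervals (Clopper-Pearson). The reads carry no molecular identifiers in these tables, so the intervals and limits cover counting error only.

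With 1 library per group no test between groups was possible and no p-value is given. The subclones were each compared with the parent and with each other by a fixed rule of size. Counts were scaled to the library total, and miRNAs with a mean of at least 10 CPM over the libraries compared were kept. The log2 ratio used 0.5 counts added to each library. A miRNA was called higher or lower when the ratio was at least 2-fold and its exact 95% conditional binomial interval excluded 1. Such a call compares libraries, not conditions. The named miRNAs are the 5 most abundant of each library, the 5 largest called ratios in each direction of a contrast with at least 100 counts in the higher library, up to 5 in each direction called in both subclones (ranked by the smaller of the 2 ratios), members of reported lists, and called miRNAs among 27 preset single names.

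Both ratios against the parent share a library, so their correlation lies above 0 without any effect. It was set beside 100 simulations in which all libraries were drawn from pooled proportions at their own depths, with Poisson error alone or with an added dispersion of 0.1, and with the same parent draw in both ratios. The dispersion is assumed, since it cannot be measured here. It was drawn for every miRNA, including the abundant let-7 miRNAs, so a draw could shift all other ratios of a library together and add calls. For 20 preset lists of genomic clusters and seed families, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 10 bins. Lists with fewer than 3 kept members received their counts only. The rule, the thresholds, the lists, the naming rule and the alternatives were fixed before the data were examined.

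The procedure was tested on simulated data with 200 miRNAs changed 3-fold. For subclone1 against the parent, 97.0% of the 33 changed miRNAs among 190 kept were recovered and 0 unchanged miRNAs were called. For subclone2 against the parent, 100% of 31 among 188 were recovered with 0 unchanged called. For subclone2 against subclone1, 96.8% of 31 among 188 were recovered with 0 unchanged called. The intervals, which cover counting error only, held the true ratio for 97.9%, 95.2% and 95.7% of miRNAs in these contrasts. The recovery and the 0 false calls therefore apply to counting error and not to spread between libraries. With the added dispersion of 0.1, unchanged libraries gave a median of 28, 28.5 and 30 calls.

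Hairpin positions are from GENCODE release 29 (GRCh38). Mature names were matched to hairpin genes through RefSeq gene symbols and synonyms, which placed 1872 of the 1921 listed names, 853 of the 877 detected names and 189 of the 192 names kept in the analysis of all libraries. These positions are those of the annotation. They are not taken from the count tables, which name no build.

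The alternatives were TMM factors, median-of-ratios size factors, the total without the 10 most abundant miRNAs of any library, a minimum of 100 CPM, no minimum, fold thresholds of 1.5 and 4, an interval wholly beyond 2-fold, a pseudocount of 5, arms and copies summed (1375 names), Spearman in place of Pearson correlation, and summed list members. TMM was computed with edgeR 4.0.16 in R 4.3.3, which was used for scaling only. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.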

Results

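Small RNAs were sequenced in 3 strains of HCCLM3, a human hepatocellular carcinoma (HCC) cell line established from metastatic xenografts. The parent line was labelled as having low metastasis. The study's text instead describes its parental line, a fluorescent derivative of HCCLM3, as highly metastatic, so "low" is used here only as the label of this library. Subclone1 was labelled as metastasizing preferentially to the lung, and subclone2 to both lung and celiac lymph nodes. Each strain had 1 library, so no ratio given here has a replicate check. The data were read counts per mature miRNA, the short strand cut from a hairpin precursor. The parent library held 7902438 counts, 2.21 times as many as subclone1 (3570864) and 1.73 times as many as subclone2 (4568075).

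In the parent library 743 miRNAs were detected, compared with 670 in subclone1 and 675 in subclone2. At the depth of subclone1, 640 would have been expected in the parent and 639 in subclone2, so the larger number in the parent went with its depth. Over all libraries 877 miRNAs were detected at least once and 533 in every library. With at least 10 counts required, 376 were detected in the parent, 295 in subclone1 and 294 in subclone2. A few miRNAs took most of the counts. The 10 most abundant held 84.5% in the parent (95% interval 84.5 to 84.6), 84.0% in subclone1 (83.9 to 84.0) and 85.1% in subclone2 (85.1 to 85.2). The let-7 family alone held 66.8%, 67.0% and 69.1%.

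The same pair led every library. hsa-let-7f-5p held 28.9% of the parent counts, 27.3% of subclone1 and 27.8% of subclone2, and hsa-let-7a-5p held 21.5%, 22.5% and 23.1%. Their hairpin arms share 19 consecutive bases, and how reads were divided between them is unsure. The hairpin arm of hsa-let-7b-5p also shares 19 bases with that of hsa-let-7a-5p, so its level is uncertain. It rose from 5.997% in the parent to 8.02% in subclone1 and 8.36% in subclone2. hsa-miR-222-3p fell from 10.4% in the parent to 6.87% and 5.38%. hsa-miR-21-5p, with 3.97%, was among the 5 leading miRNAs of the parent. Its place was taken in the subclones by hsa-miR-192-5p, with 6.02% of the counts in subclone1 and 6.91% in subclone2 (95% interval 6.88 to 6.93).

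To ask which miRNAs differed in the lung-tropic strain, subclone1 was compared with the parent. Among 192 kept miRNAs, 25 differed at least 2-fold with an interval excluding 1, of which 19 were higher and 6 lower. The number ranged from 3 with a fold threshold of 4 to 67 with no minimum level. The median log2 ratio was 0.02, and 87.0% of the kept miRNAs lay within 2-fold. Counting error was small beside these ratios, since 132 intervals excluded 1. In simulations of unchanged libraries with Poisson error, at most 1 miRNA was called. With an assumed dispersion of 0.1 between libraries the median was 28 calls (18 to 59). The observed 25 calls are therefore beyond counting error, but not beyond the simulated spread. The simulated calls include shifts of whole libraries through the let-7 miRNAs. They therefore cannot set how many calls a spread between cultures or preparations would give here.

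Among miRNAs with at least 100 counts in the higher library, the largest increase in subclone1 was in hsa-miR-1307-5p, which rose from 47 to 181 counts (5.95 to 50.7 CPM), a log2 ratio of 3.08 with a 95% interval of 2.62 to 3.59. Its hairpin lies on chromosome 10 at 103394253 to 103394401 (minus strand), in an exon of ATP5MD. hsa-miR-331-3p rose from 33.8 to 202 CPM (log2 2.58, interval 2.37 to 2.79); its hairpin on chromosome 12 at 95308420 to 95308513 lies in no annotated host gene. hsa-miR-10a-5p (chromosome 17, 48579838 to 48579947, minus strand, in an intron of HOXB3 and overlapping an exon of HOXB4) rose from 178 to 613 CPM, a log2 ratio of 1.79. hsa-miR-378c rose from 8.86 to 29.96 CPM (log2 1.75), on 70 and 107 counts. Its hairpin shares 21 bases with the arm of hsa-miR-378a-3p, so its level is uncertain. hsa-miR-192-5p rose from 18528 to 60246 CPM, a log2 ratio of 1.70 (interval 1.69 to 1.71). Its hairpin arm shares 18 bases with the hairpin of hsa-miR-215, so its level is uncertain too, although hsa-miR-215 had only 211 counts in subclone1 against 215131.

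The largest decrease was in hsa-miR-625-3p (chromosome 14, 65471102 to 65471186, in an intron of FUT8), from 29.2 to 8.68 CPM, a log2 ratio of -1.73 (interval -2.34 to -1.21). hsa-miR-92a-1-5p fell from 257 to 84.6 CPM (log2 -1.60) and hsa-miR-20a-5p from 47.5 to 18.2 CPM (log2 -1.37). Both come from the miR-17-92 cluster. hsa-miR-4521 fell from 171 to 76.7 CPM (log2 -1.15), and hsa-miR-3144-5p from 15.4 to 7.001 CPM (log2 -1.12). The call for hsa-miR-3144-5p rested on 25 counts in subclone1 and was lost with a pseudocount of 5 (log2 -0.94).

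The strain with dual tropism, subclone2, was then compared with the parent. Of 187 kept miRNAs 20 were called, 11 higher and 9 lower. The simulations of unchanged libraries gave 0 calls with Poisson error and a median of 28.5 with the added dispersion (16 to 57). The median log2 ratio of all kept miRNAs was -0.15. TMM scaling moved it by 0.17 to 0.02, so a log2 ratio here is best read relative to -0.15.

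hsa-miR-215 showed the largest increase, from 21.8 to 137 CPM, a log2 ratio of 2.65 (interval 2.41 to 2.91). Its hairpin is on chromosome 1 at 220117853 to 220117962 (minus strand), in no annotated host gene. This hairpin shares 18 bases with the arm of the far more abundant hsa-miR-192-5p, which makes the level of hsa-miR-215 uncertain. hsa-miR-675-5p, from an exon of H19 (chromosome 11, 1996759 to 1996831, minus strand), rose from 5.69 to 32.6 CPM (log2 2.51, interval 2.03 to 3.03) on 45 and 149 counts. hsa-miR-146a-5p, from an exon of MIR3142HG (chromosome 5, 160485352 to 160485450), rose from 14.05 to 66.8 CPM (log2 2.24). Its hairpin arm shares 17 bases with that of hsa-miR-146b-5p. The summed level of both did not differ detectably between these libraries, with a ratio of 0.972 (interval 0.870 to 1.09). hsa-miR-10a-5p (log2 1.97) and hsa-miR-192-5p (log2 1.90) followed.

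In the other direction, hsa-miR-20a-5p fell from 47.5 to 12.9 CPM (log2 -1.87, interval -2.30 to -1.48) and hsa-miR-19b-3p from 35.7 to 9.85 CPM (log2 -1.84). hsa-miR-34a-5p fell from 32.3 to 10.5 CPM, a log2 ratio of -1.61. In subclone1 its log2 ratio was -0.96, which passed the 2-fold threshold under TMM scaling (-1.02). hsa-miR-4521 had a log2 ratio of -1.58. hsa-miR-15b-3p, with 146 counts in the parent and 29 in subclone2, had a log2 ratio of -1.52.

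The comparison of subclone2 with subclone1 addresses lymph node tropism beside lung tropism. It gave the fewest calls, 11 of 191 kept miRNAs, with 3 higher and 8 lower. Unchanged libraries gave at most 1 call with Poisson error and a median of 30 with the added dispersion (16 to 51), so the 11 calls lay below that range. TMM and median-of-ratios scaling each gave 3 higher and 5 lower. The median log2 ratio was -0.17 and TMM scaling moved it by 0.23 to 0.07. The 3 higher miRNAs were hsa-miR-215 (log2 1.21), hsa-miR-146a-5p (1.18) and hsa-miR-625-3p (1.10). The last met the naming rule for subclone1 against the parent but not for this contrast, and was added here after its value was seen. Its ratio rested on 31 counts in subclone1 and 86 in subclone2. Among miRNAs with at least 100 counts in the higher library, the largest decreases were in hsa-miR-1307-5p (-2.35), hsa-miR-378c (-1.66), hsa-miR-210 (-1.48), hsa-miR-331-3p (-1.20) and hsa-miR-152 (-1.16). The calls for hsa-miR-331-3p and hsa-miR-152 were lost under TMM scaling (log2 -0.97 and -0.93). hsa-miR-210, a preset single miRNA, had 23.3 CPM in the parent, 56.8 in subclone1 and 20.4 in subclone2.

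Next, the changes common to both subclones were examined over 192 miRNAs. The log2 ratios of the subclones against the parent correlated across miRNAs with a Pearson coefficient of 0.761. miRNAs are not independent replicates, and the shared parent library alone raises this value. Simulated unchanged subclones gave a median of 0.351 (0.057 to 0.532) with Poisson error and 0.496 (0.363 to 0.608) with the added dispersion. The choice that moved the coefficient most was the removal of the minimum level, which gave 0.651. Both ratios had the same sign in 74.5% of miRNAs, against a median of 60.6% (50.8 to 70.7) in simulations with Poisson error and 66.1% (52.1 to 79.7) with the added dispersion, a range that holds the observed share. Of 31 miRNAs called in either subclone, 14 were called in both in the same direction and 0 in opposite directions. The simulations gave 0 such shared calls with Poisson error, and a median of 8 (2 to 33) with the added dispersion.

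The shared calls comprised 10 higher and 4 lower miRNAs. Ranked by the smaller ratio, the leading increases were in hsa-miR-675-5p (log2 2.26 in subclone1 and 2.51 in subclone2), hsa-miR-10a-5p (1.79 and 1.97), hsa-miR-192-5p (1.70 and 1.90), hsa-miR-215 (1.44 and 2.65) and hsa-miR-331-3p (2.58 and 1.38). The preset hsa-miR-146a-5p also rose in both (1.07 and 2.24), but its call in subclone1 lay at the threshold. It was lost with the total taken without the 10 most abundant miRNAs (0.99) and under median-of-ratios scaling (0.9998). Under TMM scaling it was kept (1.005). The 4 decreases were in hsa-miR-92a-1-5p (-1.60 and -1.38), hsa-miR-20a-5p (-1.37 and -1.87), hsa-miR-4521 (-1.15 and -1.58) and hsa-miR-17-5p (-1.02 and -1.21). With a pseudocount of 5, hsa-miR-17-5p in subclone1 fell short of 2-fold (-0.97).

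**Figure D1:**
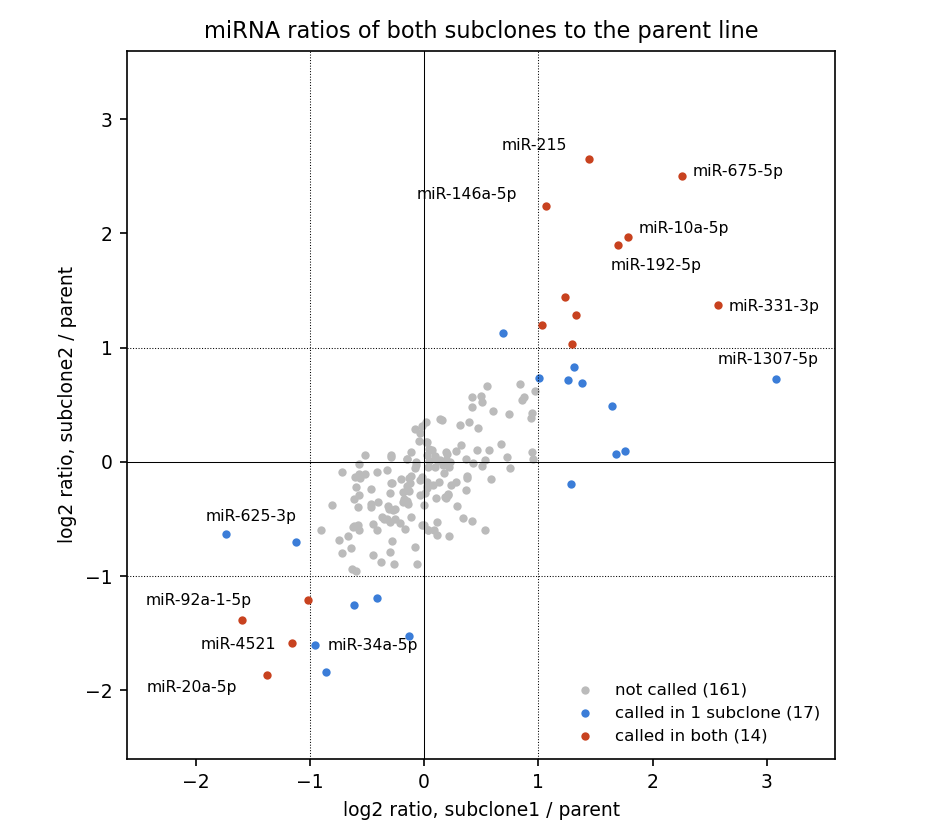
Each point is 1 of 192 miRNAs, with the log2 ratio of CPM in subclone1 to the parent on the x axis and in subclone2 to the parent on the y axis; dotted lines mark 2-fold. Red points (14) were called in both subclones and blue points (17) in 1 subclone, and the red points lie in the upper right and lower left corners only.

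Finally, preset lists of clustered or related miRNAs were compared as sets. Of 13 lists with at least 3 kept members, 5 had a median outside the central 95% of random lists in subclone1 against the parent, 5 in subclone2 against the parent and 2 between the subclones. With a minimum of 100 CPM these numbers were 2, 1 and 1, but only 8 lists then kept at least 3 members, and the miR-17-92, miR-192/miR-194/miR-215 and miR-200 lists could not be placed. The miR-192/miR-194/miR-215 list had a median log2 ratio of 1.44 in subclone1 (percentile 99.9) and 1.90 in subclone2 (99.8). Its members come from hairpin pairs on chromosome 11 (MIR192 at 64891137 to 64891246 and MIR194-2 at 64891355 to 64891439, both in exons of MIR194-2HG) and on chromosome 1 (MIR194-1 and MIR215). hsa-miR-194-5p, made from both places, rose from 108 CPM in the parent to 271 in subclone1 and 263 in subclone2.

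The miR-17-92 cluster (MIR17 to MIR92A1, chromosome 13, 91350605 to 91351391, in exons of MIR17HG) had a median of -0.94 in subclone1 (percentile 0.010) and -1.30 in subclone2 (0.0050). All 6 kept members were lower in both subclones, also under the 3 other scalings. The decrease in subclone1 was uneven, from -0.30 for hsa-miR-17-3p to -1.60 for hsa-miR-92a-1-5p. hsa-miR-92a-3p had -0.31, although it is the other arm of the same MIR92A1 hairpin. On chromosome X, MIR92A2 also makes hsa-miR-92a-3p and MIR19B2 also makes hsa-miR-19b-3p. The related miR-106b-25 cluster, in an intron of MCM7 on chromosome 7, had a median of -0.57 in subclone1 (percentile 0.68) and -0.33 in subclone2 (18.8). In subclone1, 1 of its 5 kept members was higher, the abundant hsa-miR-25-3p (log2 0.28). The summed level of this cluster therefore moved less, with 5992 CPM in the parent, 5571 in subclone1 and 4931 in subclone2. The miR-221/miR-222 cluster (chromosome X, 45746157 to 45747124, minus strand, in an intron of MIR222HG) had medians of -0.60 (percentile 0.48) and -0.81 (0.17). Its summed level was 138570 CPM in the parent, 93584 in subclone1 and 73373 in subclone2.

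**Figure D2:**
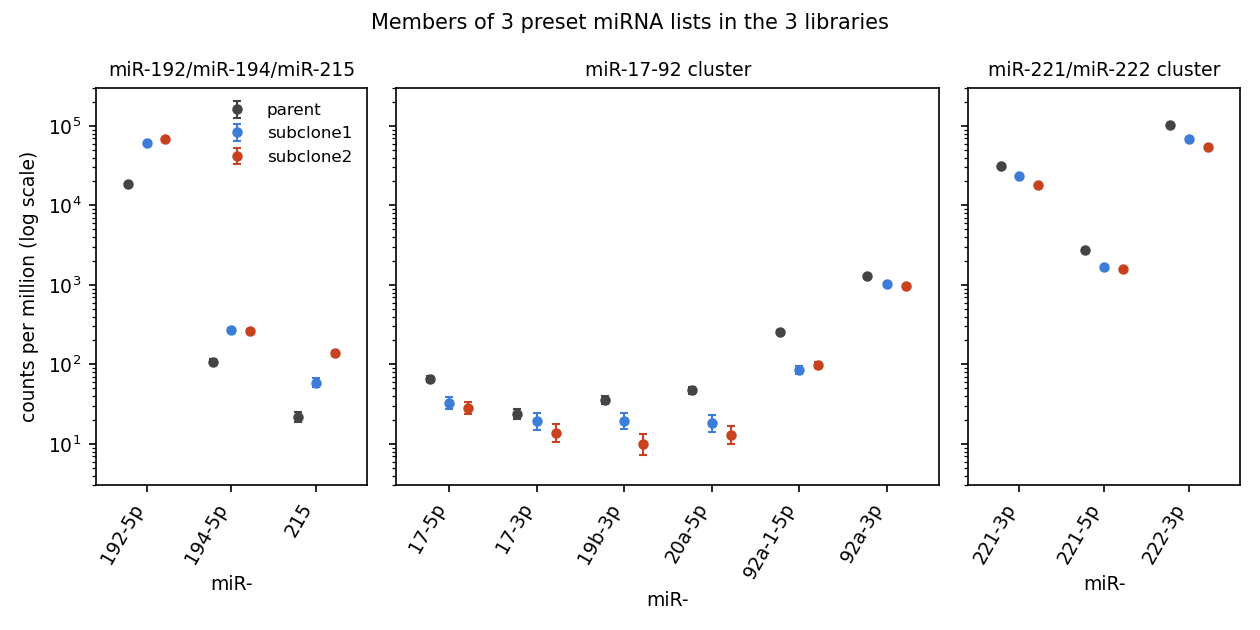
The CPM (log scale) of members of the miR-192/miR-194/miR-215 list, the miR-17-92 cluster and the miR-221/miR-222 cluster is plotted per library, with exact 95% binomial intervals as bars where wider than the point. hsa-miR-192-5p rises from 18528 CPM in the parent to 60246 in subclone1 and 69068 in subclone2, while hsa-miR-222-3p falls from 104085 to 68715 and 53756.

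Smaller shifts were seen in further lists. The miR-23/miR-27/miR-24 clusters had a median of 0.37 in subclone1 (percentile 98.8), which left the outer range without a minimum level (0.30) and with a minimum of 100 CPM (0.22). In subclone2 the miR-200 family had a median of 0.66 (98.7) and the miR-30 family of 0.32 (99.03), and the latter left the outer range with no minimum level and with a minimum of 100 CPM (0.09 in both). Between the subclones, the miR-192/miR-194/miR-215 list was higher in subclone2 (median 0.45, percentile 99.7), and the miR-181 family was lower (median -0.60, percentile 0.20). The miR-192/miR-194/miR-215 median between the subclones fell inside the central range when no minimum was set (0.20). It rested on 4 kept members against 3 in the other contrasts, since hsa-miR-194-3p was kept here on 27 and 57 counts. The log2 ratios were 1.21 for hsa-miR-215, 0.71 for hsa-miR-194-3p, 0.20 for hsa-miR-192-5p and -0.04 for hsa-miR-194-5p. The let-7, miR-183/miR-96/miR-182, miR-29, miR-15/miR-16/miR-195 and miR-99/miR-100/miR-125 lists stayed inside the central range in every contrast.

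The remaining 7 lists had fewer than 3 kept members. In the miR-34/miR-449 list only hsa-miR-34a-5p was kept. The 58 listed names of the chromosome 19 cluster C19MC together had 1 count in the parent, 0 in subclone1 and 1 in subclone2. The cluster from miR-371 to miR-373 had 1, 0 and 0 counts, the cluster from miR-106a to miR-363 7, 0 and 1, the miR-424/miR-503/miR-450 cluster 2, 3 and 1, and the cluster from miR-506 to miR-514 3, 1 and 2. No difference in these clusters was detectable at this depth. The 70 names of the DLK1-DIO3 cluster on chromosome 14 had 52, 54 and 58 counts, which corresponds to 6.58 CPM (95% interval 4.91 to 8.63) in the parent, 15.1 (11.4 to 19.7) in subclone1 and 12.7 (9.64 to 16.4) in subclone2.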

Values the study reported

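The study described limiting dilution of cells from lung and lymph node metastases of the parental line, which gave 155 wells with a single cell. Of these, 13 subclones grew well in culture and 6 were established as xenografts. The median number of lung metastases was 1426 for the clone with the strongest lung tropism, LM1-S4, and 564 for LnM1-S11, which had the highest capability for metastasis to both lung and lymph node. The study's text gave no small RNA values, and the labels do not say which of its clones are subclone1 and subclone2.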

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

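The alternatives were chosen before the data were examined, and all were run. No paired analysis was possible because each group holds 1 library, and for the same reason leaving out a library could not be tried.

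Scaling changed few calls. Against the parent, TMM scaling gave 24 calls in subclone1, of which 23 were shared with the 25 reported, and 21 in subclone2, which included all 20 reported. Between the subclones it gave 8 calls, all among the 11 reported. The correlation of 0.761 was the same under every scaling, because a scaling factor shifts all log2 ratios alike. Among 54 ratios of named miRNAs under 4 alternatives each, 197 of 216 values stayed on the same side of the 2-fold threshold or within their interval, 9 fell below the threshold, 3 rose above it, 7 moved and 0 reversed. Of 258 values of list medians, 252 were labelled the same, 5 fell back into the central range, 1 moved and 0 reversed among called lists. The value labelled as moved was the miR-17-92 cluster in subclone2, at -0.60 when members were summed, since the abundant hsa-miR-92a-3p carries most of that sum. Values labelled the same could also shift in size. In subclone1, summing took the miR-17-92 cluster from -0.94 to -0.50 and the miR-106b-25 cluster from -0.57 to -0.11. With no minimum, the miR-99/miR-100/miR-125 median in subclone1 changed sign, from -0.29 to 0.11. Near 0, the sign of 5 uncalled list medians changed with the scaling (let-7 in subclone2 against the parent; miR-15/miR-16/miR-195, miR-23/miR-27/miR-24, miR-29 and miR-30 between the subclones), and no direction is drawn from them.

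The number of calls depended on the thresholds by construction. For subclone1 against the parent, subclone2 against the parent and subclone2 against subclone1, in this order, it was 7, 5 and 2 with a minimum of 100 CPM, 67, 75 and 33 with no minimum, 56, 50 and 36 at 1.5-fold, 3, 3 and 1 at 4-fold, and 13, 13 and 5 with the interval wholly beyond 2-fold. Lists outside the central range numbered 2, 1 and 1 with a minimum of 100 CPM, where only 8 lists kept at least 3 members. Of these, 1 fell back into the central range in subclone1 against the parent (miR-23/miR-27/miR-24), 1 in subclone2 against the parent (miR-30) and 0 between the subclones; the other losses were lists with too few members. With no minimum, 1 list lay outside between the subclones. Summing arms and copies of a miRNA gave 17 calls in subclone1 against the parent (14 higher, 3 lower), 17 in subclone2 against the parent (10 higher, 7 lower), 8 between the subclones and 11 shared calls. The correlation was 0.856 with a minimum of 100 CPM and 0.651 with no minimum, where low counts add noise. Shared calls numbered 6, 34 and, at 1.5-fold, 34. The highest simulated correlation rose from 0.532 to 0.608 with added spread.

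The share of the 10 most abundant miRNAs was 80.9%, 80.6% and 82.0% in the parent, subclone1 and subclone2 once hsa-let-7f-5p was left out, and 376, 295 and 294 miRNAs had at least 10 counts. The depth of the subclones limits low miRNAs: at 10 CPM a ratio rests on 35.7 counts in subclone1.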

Other observations

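The tests on GC content, mouse cells, the shared parent library and neighbouring hairpins were planned before their results were seen; the tests on counting error, spread between cultures, shared reads of miR-215, miR-378c, miR-17 and miR-146, hairpin arms and the DLK1-DIO3 cluster were chosen only after. Neighbouring hairpins compared within levels of expression were also added after.

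The calls between libraries exceed counting error, which gave at most 1 call in 100 simulated sets of unchanged libraries against 11 to 25 observed. A loss of GC-poor miRNAs is excluded as the whole cause, since 72.0% of the calls in subclone1 and 95% in subclone2 stayed at least 2-fold once a line on hairpin-arm GC was removed. Spread between cultures or library preparations stays open: with a dispersion of 0.1, unchanged libraries gave a median of 28 calls for subclone1 against the 25 observed. Between the subclones the same dispersion gave a median of 30 calls (16 to 51) against 11 observed. The simulated spread, with its shifts of whole libraries, was therefore larger than that between those libraries. The spread that applies to the parent is not known. It cannot be told apart from a difference between the strains, because each strain has 1 library.

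The correlation of 0.761 between the ratios of both subclones lay above the highest of 100 simulations with the same added spread in every library, 0.608. That bound assumes a parent library no more variable than the others. A parent library that deviated more could give the same correlation, so the shared parent library and a change common to both subclones cannot be told apart without a second parent library.

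miRNAs whose hairpins lie within 10 kb on the same strand moved together. Over 51 and 52 pairs of different hairpins, leaving out pairs sharing 15 bases, the median difference in log2 ratio was 0.23 for subclone1 and 0.25 for subclone2, against 0.59 and 0.49 in permuted data. These lie at percentile 0.010 (the smallest that 10000 permutations can give) and 0.13. Permuted within levels of expression, with all pairs, the percentiles were 0.010 and 0.59. Between the subclones the percentile was 7.26, inside the central range. This is consistent with shared transcription or copy number of neighbouring hairpins, which these counts cannot separate. Library preparation noise that acts on each miRNA alone would not be expected to follow genomic position. Arms of the same hairpin gave a weaker picture, with correlations from 0.21 (Pearson, subclone1) to 0.39 (Spearman, subclone1) over 33 and 32 hairpins. Of the 6 calls in subclone1 and the 3 in subclone2 with a kept opposite arm, 0 had that arm called too. The opposite arm changed in the same direction in 4 of the 6 and 2 of the 3. Between the subclones the correlations were negative (Pearson -0.12, Spearman -0.24). Of 3 such calls there, 0 had the other arm called and 2 had it changed in the same direction. Whether whole hairpins moved cannot be told apart from arm-specific change on this evidence. An extreme case is hsa-miR-1307-5p, with 5.95, 50.7 and 9.85 CPM in the parent, subclone1 and subclone2 (47, 181 and 45 counts). The other arm, hsa-miR-1307-3p, had 822, 868 and 715 CPM.

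The rise of hsa-miR-192-5p in both subclones is the largest in CPM, 41719 in subclone1 and 50540 in subclone2 above the parent. This ranking among miRNAs carries the ligation bias. The subclones passed through mice, so mouse cells were considered. A list of 14 miRNAs of blood, endothelial and fibroblast cells (8, 9 and 6 of them detected in the parent, subclone1 and subclone2) summed to 22.5, 15.96 and 19.3 CPM, mostly hsa-miR-486-5p, with 0 counts of hsa-miR-142-3p and hsa-miR-144-3p in any library. Such cells as a source of the rise are therefore excluded. The hepatocyte miRNA hsa-miR-122-5p, looked at afterwards, had 6.71, 5.32 and 3.94 CPM. A candidate explanation left is a higher output of the MIR192 and MIR194-2 hairpins, a hypothesis that spread between cultures keeps open.

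Misassigned reads of hsa-miR-192-5p could make part of hsa-miR-215. In subclone2 there were 1.99 hsa-miR-215 reads per 1000 hsa-miR-192-5p reads (95% interval 1.83 to 2.15) against 1.17 in the parent (1.01 to 1.36), so a constant error rate is excluded as the whole cause there. In subclone1 the value was 0.981 (0.853 to 1.12), and a rise of hsa-miR-215 itself cannot be told apart from such errors because the intervals overlap. For hsa-miR-378c in subclone1, 74.5 reads per 1000 of hsa-miR-378a-3p against 20.9 in the parent exclude a constant share of misassigned reads.

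hsa-miR-146a-5p rose while hsa-miR-146b-5p fell. The share of hsa-miR-146a-5p in their sum went from 12.4% in the parent to 28.4% in subclone1 and 60.8% in subclone2, whereas the summed ratio of subclone2 to the parent was 0.972 (interval 0.870 to 1.09) and would have been 1.47 had hsa-miR-146b-5p stayed level. This is consistent with an exchange of reads between the pair, in counting or by a sequence change. Independent opposite changes of both genes would give the same sum and stay open. A counting rule that splits the pair at random gives each name a fixed share, which the change from 12.4% (interval 10.3 to 14.8) to 60.8% (56.3 to 65.1) excludes as the whole cause. In 27 other pairs whose hairpin arms share at least 15 bases, the log2 ratio between the names changed by a median of 0.14 from the parent to subclone2. The pair hsa-miR-365a-3p and hsa-miR-365b-3p could not move, since its counts are identical, and names such as hsa-let-7a-5p recur in several pairs. Only 1 of the 27 pairs moved at least 2-fold, against a change of 3.44 for the miR-146 pair. This argues only weakly against a counting change common to such pairs, and not against an exchange particular to the miR-146 pair. Reads covering the bases that differ between hsa-miR-146a-5p and hsa-miR-146b-5p would decide.

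Some lower miR-17-92 members, hsa-miR-17-5p and hsa-miR-20a-5p, might have lost reads to the paralogs in the miR-106 and miR-93 families. The hairpin arms of both share at most 13 consecutive bases with a kept miRNA, below the limit of 15. hsa-miR-92a-1-5p (log2 -1.60 and -1.38) and hsa-miR-19b-3p (-0.86 and -1.84) share at most 11 and 9. Reads of hsa-miR-92a-1-5p and hsa-miR-19b-3p are thus unlikely to be assigned to these paralogs, a point of sequence that the counts did not test. Only kept miRNAs were compared, so reads lost to relatives below the minimum were not examined. The summed 5p counts of the paralogs fell as well, with log2 ratios of -0.49 in subclone1 and -0.49 in subclone2. The fall of the paralogs decides nothing. They summed to 1408 CPM in the parent while hsa-miR-17-5p had 66.4 CPM and hsa-miR-20a-5p 47.5 CPM, and a gain of that size would be hidden. For hsa-miR-17-5p and hsa-miR-20a-5p, lost reads and a lower output of the cluster cannot be told apart. Spread between cultures stays open for all members.

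DLK1-DIO3 miRNAs were rare, yet their sum was 2.30 times (interval 1.54 to 3.43) the parent level in subclone1 and 1.93 times (1.30 to 2.86) in subclone2. Counting error alone is excluded by the lower bound of 1.30. The counts came from several members, such as hsa-miR-382-3p with 10, 15 and 13 and hsa-miR-543 with 6, 10 and 8 in the parent, subclone1 and subclone2. A small subpopulation or a low output in all cells could give this, and neither was tested.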
